A study of Mus with 2 samples. Its data were reported in "Single-cell RNA sequencing reveals myeloid and T cell co-stimulation mediated by IL-7 anti-cancer immunotherapy" (2024).

How the data were processed

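Spatial gene expression was measured on 2 tumor sections, 1 from a control mouse and 1 from a mouse given recombinant IL-7 (rIL7). The assay was Visium, in which polyadenylated RNA of a frozen section is captured on a grid of barcoded spots, each tagged molecule being counted once through its unique molecular identifier (UMI). A spot is a small area that can hold several cells of different types. The authors processed barcodes and counted genes with SpaceRanger 1.1.0 against the mouse reference mm10 (GRCm38), and the deposited matrices hold raw UMI counts per gene and spot for 32285 features. Other deposited items, namely the spot barcodes, the gene identifiers and the in-tissue flag with the array row and column of each spot, were used as given by the authors. Image scale factors were not used here. Each section is 1 library, so each group holds 1 sample. List levels that rank the regions are pooled over the spots of both sections.

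Spots over tissue were kept when under 10% of their UMIs were mitochondrial and more than 200 genes were detected, which is the filter in the study's methods. It removed 2 spots of the control section and 1 of the rIL7 section, and the mitochondrial limit removed 0. UMIs of the kept spots were summed per gene and divided by the section total, giving counts per 1000000 UMIs (CPM). Depth was 22951678 UMIs in the kept control spots and 25729233 in the kept rIL7 spots. With 1 section per group there is no replicate check, so no test was run and no p-value is given. Each value is given for both sections, with a 95% interval that covers counting error only: exact Poisson for a sum of UMIs, exact binomial (Clopper-Pearson) for a share or for the ratio of a pair of sums, and 1000 Poisson redraws for the median of a list. Such intervals leave out differences between animals, sections and libraries. As a description of spread within a section, each section was split into 4 quadrants at its median array row and column. Quadrants are not replicates.

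Before the data were examined, 25 gene lists were fixed: T cell, naiveness, exhausted, cytotoxicity, T cell targets (of macrophage ligands), macrophage, monocyte, dendritic cell, MHC class II, pro-inflammatory, anti-inflammatory, NK cell, B cell, neutrophil, fibroblast, endothelial, CT26 tumor, proliferation, hypoxia, interferon response, IL-7 axis, skeletal muscle, keratinocyte, adipocyte and red blood cell. A list was summarised by the median over its genes of log2 (rIL7 CPM / control CPM), over genes with at least 20 UMIs in both sections together. A gene at 0 in a section was set to a floor of 3 UMIs there. The median was placed among 10000 random lists of the same size matched on mean expression, as a percentile that describes these libraries. A further pair of lists, for plasma cells and sterol synthesis, was written later and serves only the closing observations. A test of a tissue source of immunoglobulin transcripts is not reported here because it needs a gene that is left out, and no statement rests on it. Several genes belong to more than 1 list (Ccr7, Fasl, Gzmb, Xcl1, Csf3r, Mrc1 and Chil3 among them), and tumor or stromal cells also express some of the genes, so a list is a sum of transcripts and no estimate of cell numbers. No deconvolution into cell types was made.

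Genes past the size rule had a mean CPM of at least 20 over both sections and a CPM ratio of at least 2 either way. The rule for naming genes was fixed before the data were examined. It names H2-Aa, H2-Eb1, Pf4, Arg1, Il7, Il7r, Spp1, Il1b, Rpl39l and Baiap2l1, the 5 largest and the 5 smallest ratios among genes past the size rule whose quadrants did not overlap between sections, and members of a list where the list is reported. Gene coordinates come from the RefSeq annotation of GRCm38, matched by symbol; 13683 of 14313 genes (95.6%) matched.

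Edge spots lay within 2 grid steps of the outer outline of the largest connected piece of tissue, and interior spots were the rest of that piece. The split used position alone. For co-localization, each spot was thinned to 5900 UMIs, shallower spots were left out (217 in the control section, 81 in the rIL7 section), and Spearman's rho between the summed UMIs of a pair of lists was computed across spots. Spots near each other are not independent, so rho has no p-value; it was placed among 1000 pairs of random lists matched on expression. The thinning was redrawn 20 times to show how far rho moves with the draw. Regions were made with Seurat 5.3.0 in R 4.3.3 (SCTransform 0.4.2 with the section as batch, 30 principal components, resolution 0.8), over 3000 variable genes of which 121 in the fixed lists were left out. The clustering settings other than the batch correction were chosen here.

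Alternatives fixed before the data were examined were no spot filter, a filter of over 1000 genes, median-of-ratios scaling (DESeq2 1.42.0), TMM scaling (edgeR 4.0.16), totals without mitochondrial, ribosomal protein and haemoglobin genes, spots weighted equally, interior spots only, other CPM minimums, edges of 1 or 3 steps, all pieces of tissue, unthinned spots, pooling of a spot with its up to 6 neighbours, Pearson's r, resolutions 0.4 and 1.2, no batch correction, and all genes in the clustering. The clustering without batch correction also used log-normalised counts in place of SCTransform, with the variable genes chosen again. A clustering that also left out genes past the size rule, and the T cell list without Trbc2, were added after seeing the data. The list and ratio steps were tested on simulated counts for the section-wide comparison: over 18393 genes with 200 changed, 174 changed genes passed the CPM minimum, 100% of these were recovered and 0 of 7306 unchanged genes were called. The simulated changes lay well beyond the 2-fold cut, so recovery of weaker changes was not tested. The 95% interval of a ratio covered the true value for 95.2% of genes. That of a list median did so in 100% of 50 simulations, too few to tell whether list intervals are wide. Both checks of coverage used genes with at least 20 CPM in the control, so genes with fewer UMIs were not covered. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.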

Results

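The data comprised spot-resolved RNA counts of CT26 tumors, which grow from a mouse colon carcinoma cell line placed in mice of the same strain. Tumors were collected on day 15, and the treated mouse had received 10 µg of rIL7 on days 11 and 13. The control group had 1 section and the rIL7 group had 1 section, so every difference below is a difference between 2 sections with no replicate check. The control section covered 2221 spots and 22951950 UMIs, and the rIL7 section 1951 spots and 25729413 UMIs. After filtering, the median spot held 9623 UMIs and 3969 genes in the control section. In the rIL7 section the median spot held 12921.5 UMIs and 4664 genes, which was 1.34 times as many UMIs. Mitochondrial genes took 0.253% of UMIs in the control and 0.152% in the rIL7 section. Xist had 601 and 816 UMIs, while the Y-linked gene Kdm5d had 2 and 2. TMM and median-of-ratios scaling moved log2 ratios by 0.01 each relative to CPM. Edge spots made up 18.2% of the main piece of the control section (401 spots) and 17.1% of that of the rIL7 section (330 spots). Their median depth was 10901 UMIs in the control and 11165.5 in the rIL7 section.

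The first comparison asked whether transcripts of T cells, of their effector functions and of myeloid cells differed between the sections. The T cell list had a summed level of 154 CPM in the control and 313 CPM in the rIL7 section. Its 12 genes were all higher in rIL7, with a median log2 ratio of 1.81 (95% counting interval 1.65 to 1.91), at the 100th percentile of random lists. The quadrants of the control section ranged from 138 to 185 CPM and those of the rIL7 section from 245 to 373 CPM, without overlap. The interior alone gave the lowest median log2 ratio of the alternatives, 1.39 (1.2 to 1.54). Fold changes of single genes ran from 1.17 for Trbc2 to 4.86 for Cd8b1, with 3.76 for Cd3e, 2.93 for Cd8a and 3.96 for Cd4. Trbc2 held 61.8% of the control UMIs of the list and 35.6% of those in rIL7, so the summed level changed less than most of its genes did. Without Trbc2, a change made after seeing the data, the sum was 58.9 CPM in the control and 201 CPM in the rIL7 section, a ratio of 3.42. The cytotoxicity list rose from 101 to 218 CPM, with a median log2 ratio of 1.26 (1.08 to 1.56), and its quadrants were also apart. Within it, Gzmb was 1.74-fold, Prf1 1.78-fold, Ifng 2.39-fold and Fasl 5.08-fold higher. Naiveness genes had a median log2 ratio of 1.11 (0.87 to 1.37), exhausted genes 1.16 (0.84 to 1.54), T cell targets 0.80 (0.64 to 0.94) and NK cell genes 1.34 (1.2 to 1.80).

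Among myeloid lists, the macrophage list stood at 3774 CPM in the control and 4352 CPM in the rIL7 section, with a median log2 ratio of 0.09 (0.07 to 0.11). Its quadrants overlapped, from 2653 to 4757 CPM against 3188 to 5459 CPM, and the interior alone gave -0.06 (-0.08 to -0.03). The MHC class II list stood at 2839 and 3339 CPM, a median log2 ratio of 0.24 (0.21 to 0.27). Its quadrants overlapped as well, from 1368 to 3994 CPM against 2470 to 3827 CPM, and the interior alone gave -0.12 (-0.14 to -0.10). Neither difference therefore exceeded the spread within a section, and both changed direction without the edge. Pro-inflammatory genes rose from 381 to 604 CPM with a median log2 ratio of 0.85 (0.67 to 0.99). All 10 had a ratio above 1 in rIL7, and the quadrants of their sum were apart at 301 to 440 CPM against 502 to 673 CPM. Among them, Nos2 had 18 UMIs in the control and 183 in rIL7, a 9.07-fold difference. For Tnf, at 1.09-fold (0.89 to 1.34), and Csf2rb, at 1.05-fold (0.97 to 1.13), no difference was detectable. In the interior both were lower in rIL7, with log2 ratios of -0.41 and -0.23. Weighting each spot the same lowered the median to 0.43. Anti-inflammatory genes had a median log2 ratio of 0.38 (0.31 to 0.70) with overlapping quadrants. Monocyte genes had a median of 0.29 (0.03 to 0.38), although the log2 ratio of their sums was -0.13, and dendritic cell genes had 0.46 (0.17 to 0.93). For both lists the quadrants overlapped.

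Of the remaining lists, the CT26 tumor list (Rpl39l and Baiap2l1) fell from 1293 to 1043 CPM, a median log2 ratio of -0.28 (-0.31 to -0.26), with quadrants of 1215 to 1332 CPM in the control above those of 935 to 1149 CPM in rIL7. It rests on 2 genes and lay at the 3.64th percentile of random lists. IL-7 axis genes, meaning the cytokine, its receptor chains and its signalling genes, had a median of 0.33 (0.27 to 0.42), with 10 of 10 genes higher and quadrants apart. Medians were 0.84 (0.37 to 1.28) for B cell, 0.61 (0.51 to 0.72) for neutrophil, 0.18 (0.14 to 0.21) for fibroblast, -0.11 (-0.38 to 0.05) for endothelial, 0.04 (0.00 to 0.10) for proliferation and 0.32 (0.23 to 0.52) for hypoxia genes. The quadrants of all 6 of these lists overlapped. In the interior alone the B cell median was 0.07 and the endothelial median -0.57, and with spots weighted equally the neutrophil median was 0.30 and the hypoxia median 0.16. The interferon response list had a median log2 ratio of -0.18 (-0.25 to 0.02), whereas its mean log2 ratio was 0.32 and the log2 ratio of its sums 0.39. The skeletal muscle list had a median of -2.87, and its control UMIs lay mostly inside the section, at 88.3 CPM in the interior and 23.7 CPM at the edge. The keratinocyte list had a median of -4.51 and the adipocyte list 3.14, but the log2 ratios of their sums were only -0.65 and 0.43, their interior medians -2.0 and 1.47, and their quadrants overlapped. The keratinocyte and skeletal muscle medians each include 1 gene at 0 in rIL7, set to the floor of 3 UMIs. The red blood cell list had -0.61 over 88 and 70 UMIs.

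**Figure D1:**
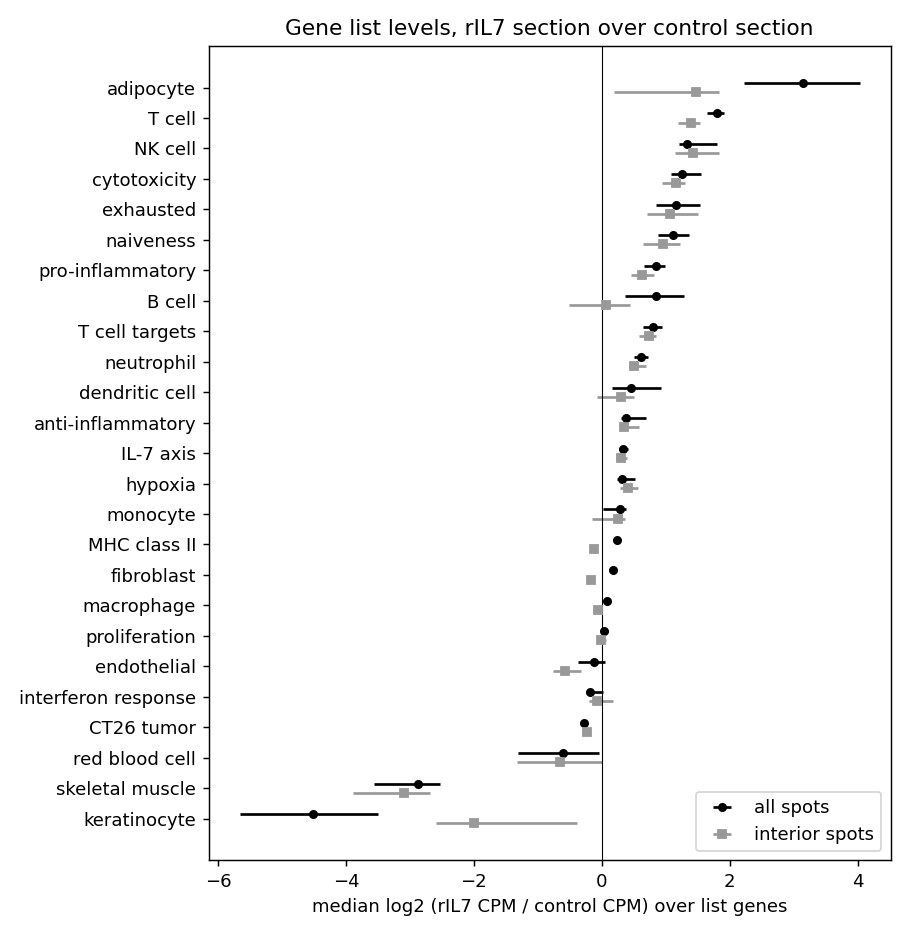
Median log2 ratio of rIL7 over control CPM for each of the 25 gene lists, for all spots (circles) and interior spots alone (squares), with 95% counting intervals as lines. The T cell list lies at 1.81 and 1.39, whereas the MHC class II list lies at 0.24 over all spots and at -0.12 in the interior.

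The next comparison covered all genes by a rule of size. Of 7613 genes with a mean of at least 20 CPM, 63 were at least 2-fold higher and 15 at least 2-fold lower in the rIL7 section. The quadrants of 60 and 15 of them did not overlap. Lowering the minimum to 5 CPM gave 157 and 55. These are sizes in a pair of libraries and not a count of tested genes. The largest ratios were those of immunoglobulin genes, which belong to a multigene family whose members can share reads, so the assignment to a single gene is uncertain. Ighg2c (chromosome 12, 113287389 to 113288932, GRCm38) had 2 UMIs in the control and 1078 in rIL7, a ratio of 481 (133 to 3975). Igkc (chromosome 6, 70726435 to 70726754) had 37 and 3228 UMIs, a ratio of 77.8 (56.3 to 111). Ighg2b (chromosome 12, 113304314 to 113307933) had 42 and 1123 UMIs, a ratio of 23.9 (17.5 to 33.3). Arg1 (chromosome 10, 24915207 to 24927470) had 12.4 CPM in the control and 85.7 CPM in rIL7, a ratio of 6.90 (6.10 to 7.83). Slpi (chromosome 2, 164354070 to 164356507) had 132 and 963 UMIs, a ratio of 6.51 (5.42 to 7.87). The edge carried much of these ratios except that of Arg1: in the interior alone the log2 ratio was 5.62 for Ighg2c, down from 8.91, 4.15 for Igkc, down from 6.28, 3.23 for Ighg2b, down from 4.58, and 1.01 for Slpi, down from 2.70, while for Arg1 it was 2.90 against 2.79. In the other direction, Stc1 (chromosome 14, 69029289 to 69041401) was 2.32-fold lower in rIL7 (2.05 to 2.62). The mitochondrial gene mt-Nd3 was 2.25-fold lower (1.99 to 2.56). Ms4a4c (chromosome 19, 11404717 to 11427246), a monocyte list gene, was 2.23-fold lower. Insig1 (chromosome 5, 28071412 to 28078662) was 2.23-fold lower (2.06 to 2.41) and Cyp51 (chromosome 5, 4080674 to 4104697) 2.20-fold lower (2.04 to 2.38).

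Genes named in the study were then read singly. H2-Aa (chromosome 17, 34282744 to 34287823) had 355 CPM in the control and 423 CPM in rIL7, a ratio of 1.19 (1.16 to 1.23), and its quadrants overlapped. H2-Eb1 (chromosome 17, 34305867 to 34316674) had 346 and 470 CPM, a ratio of 1.36 (1.32 to 1.40), with overlapping quadrants. In the interior alone both were lower in rIL7, with log2 ratios of -0.24 and -0.04. Pf4 (chromosome 5, 90772435 to 90773383) had 144 and 289 CPM, a ratio of 2.02 (1.93 to 2.10), with quadrants apart. Spp1 (chromosome 5, 104435111 to 104441053) and Il1b (chromosome 2, 129364569 to 129371164) had ratios of 1.2 (1.19 to 1.22) and 1.26 (1.21 to 1.33), both with overlapping quadrants. Il7r (chromosome 15, 9506159 to 9529941) had 69 and 143 UMIs, a ratio of 1.85 (1.38 to 2.5). For Il7 itself (chromosome 3, 7572028 to 7613760), with 22 and 35 UMIs, a ratio of 1.42 (0.81 to 2.54) was not detectable as a difference at this depth. Rpl39l (chromosome 16, 10170197 to 10174911) and Baiap2l1 (chromosome 5, 144264525 to 144358112) had ratios of 0.877 and 0.771, the latter alone with quadrants apart.

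A further question was whether antigen-presenting and T cell transcripts gathered at the tumor periphery. In the rIL7 section the MHC class II list stood at 7922 CPM at the edge and 2496 CPM in the interior. The median log2 ratio of edge over interior was 1.62 (1.59 to 1.64). In the control section it stood at 3248 and 2732 CPM, a median of 0.24 (0.19 to 0.27). The T cell list gave 1.83 (1.68 to 1.98) in rIL7 and 0.33 (0.06 to 0.47) in the control, and without Trbc2 the values were 1.84 and 0.40. The macrophage list gave 0.79 (0.73 to 0.83) in rIL7 and 0.11 (0.08 to 0.17) in the control. Dendritic cell genes gave 1.66 (0.78 to 2.22) in rIL7 and 0.21 (-0.12 to 0.95) in the control. That median rested on genes with few UMIs: the summed level in rIL7 was 299.96 CPM at the edge and 228 CPM in the interior, and an edge of 1 step gave 0.71. CT26 tumor genes gave -0.50 in rIL7 and -0.09 in the control. At the single gene level in rIL7, H2-Aa was 3.92-fold (3.77 to 4.07), H2-Eb1 3.88-fold (3.74 to 4.03) and Pf4 1.43-fold (1.35 to 1.52) higher at the edge. Pf4 was not confined to the edge, since it fell from 505 CPM at step 1 to 152 CPM at step 4 and rose again to 387 CPM at step 12 or more. Arg1 ran the other way in rIL7, being 1.61-fold higher in the interior (1.40 to 1.86). In the control section H2-Aa was 1.18-fold higher at the edge (1.12 to 1.25), and for Arg1 no difference was detectable, at 1.1-fold (0.81 to 1.47). Comparing edge with edge, rIL7 over control had a median log2 ratio of 2.77 for T cell, 1.23 for MHC class II and 0.56 for macrophage genes. Of the alternatives, spots weighted equally moved the control values of the T cell and MHC class II lists most, to 0.67 and 0.47.

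**Figure D2:**
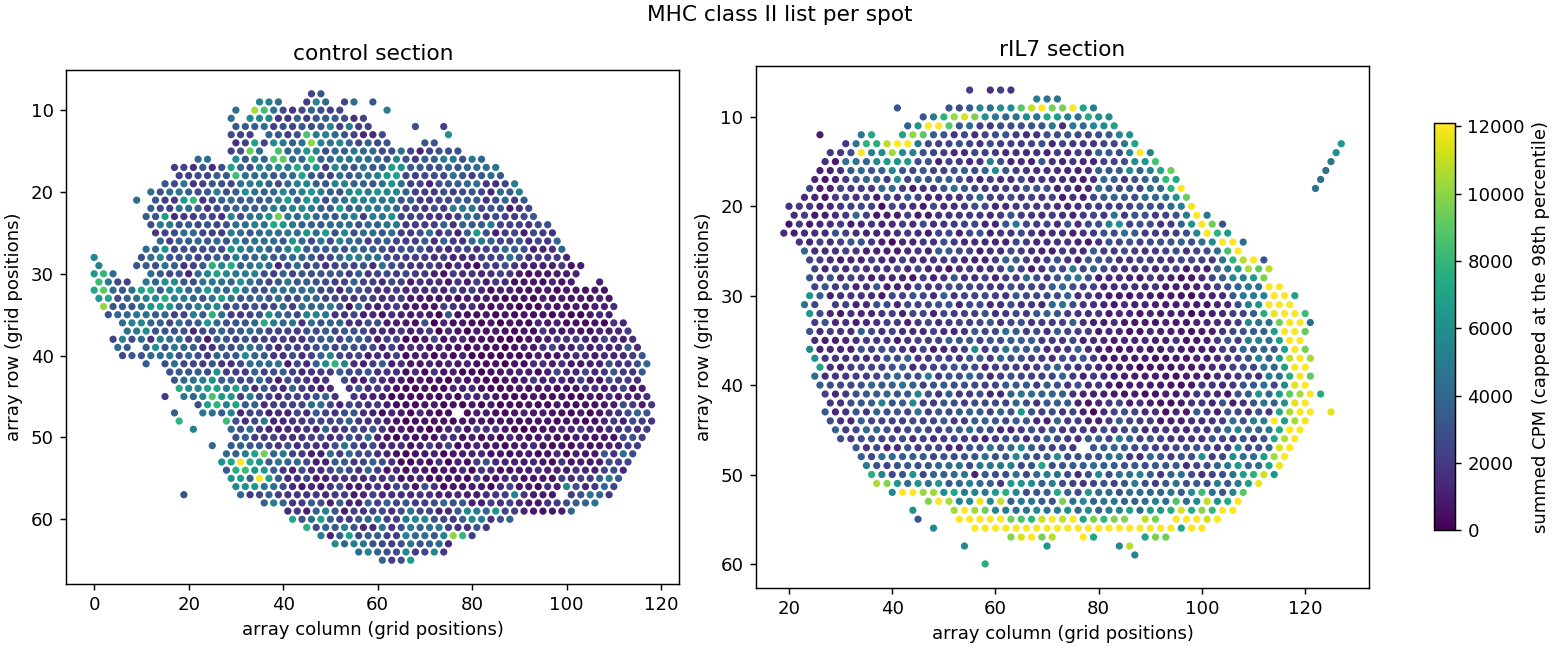
Summed CPM of the 6 MHC class II genes in each spot of the control section (left) and the rIL7 section (right), with the array column and row as axes and a shared colour scale. In the rIL7 section the highest spots line the outline, where the level was 7922 CPM against 2496 CPM in the interior.

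**Figure D3:**
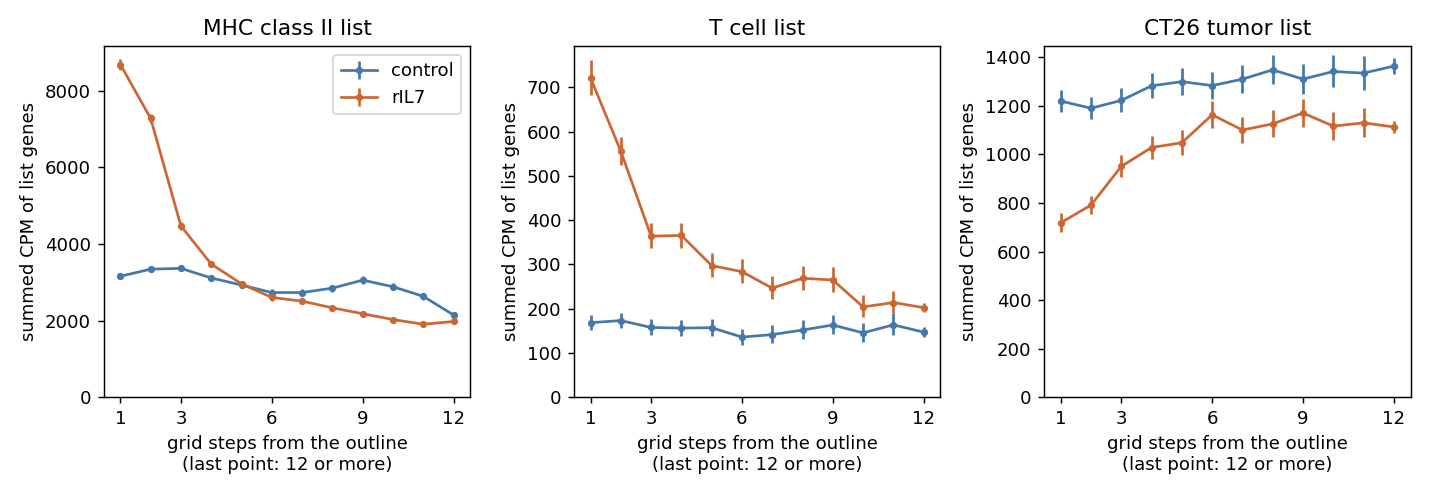
Summed CPM of the MHC class II, T cell and CT26 tumor lists against the number of grid steps from the tissue outline in each section, with 95% counting intervals as bars. The MHC class II list of the rIL7 section fell from 8677 CPM at step 1 to 1974 CPM at step 12 or more, while that of the control section went from 3154 to 2145 CPM.

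Co-localization asked whether lists were high in the same spots. Between the T cell and macrophage lists Spearman's coefficient was 0.0434 in the control section and 0.312 in the rIL7 section, a difference of 0.268 (0.250 to 0.313 over 20 redraws of the thinning). For T cell and MHC class II genes it was 0.0827 and 0.374, a difference of 0.292 (0.232 to 0.309). Both rIL7 values lay at the 100th percentile of random list pairs. For T cell and dendritic cell genes it was -0.00893 and 0.104. For T cell and monocyte genes it was 0.0479 and 0.144; this rIL7 value lay below the range of the redraws, 0.166 to 0.230, so it is a low draw. For T cell and CT26 tumor genes rho was -0.0529 in the control and -0.178 in rIL7, a difference of -0.125 (-0.171 to -0.0770). CT26 tumor and macrophage genes gave -0.0910 and -0.311. CT26 tumor and monocyte genes gave -0.0709 and -0.144, a difference of -0.0730 (-0.0966 to -0.0214). Random pairs of that size gave -0.0647 to 0.0734, which overlaps the range of the redraws, so this difference was not clearly apart from chance pairs. Because Trbc2 made up most of the control T cell UMIs and had a rho of only 0.0178 with the other T cell genes there, rho was repeated without it after seeing the data. It became 0.0854 and 0.376 with macrophage genes and 0.149 and 0.403 with MHC class II genes, differences of 0.291 and 0.253. With the T cell and partner lists also brought to equal mean UMIs per spot in both sections, the differences without Trbc2 were 0.172 and 0.132, against -0.0692 to 0.0669 and -0.0717 to 0.0692 for the middle 95% of random pairs matched to the shortened list and brought to equal UMIs in the same way. The differences therefore depended in part on how many UMIs of the lists a section held. In interior spots alone, with Trbc2, they were 0.119 and 0.157.

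**Figure D4:**
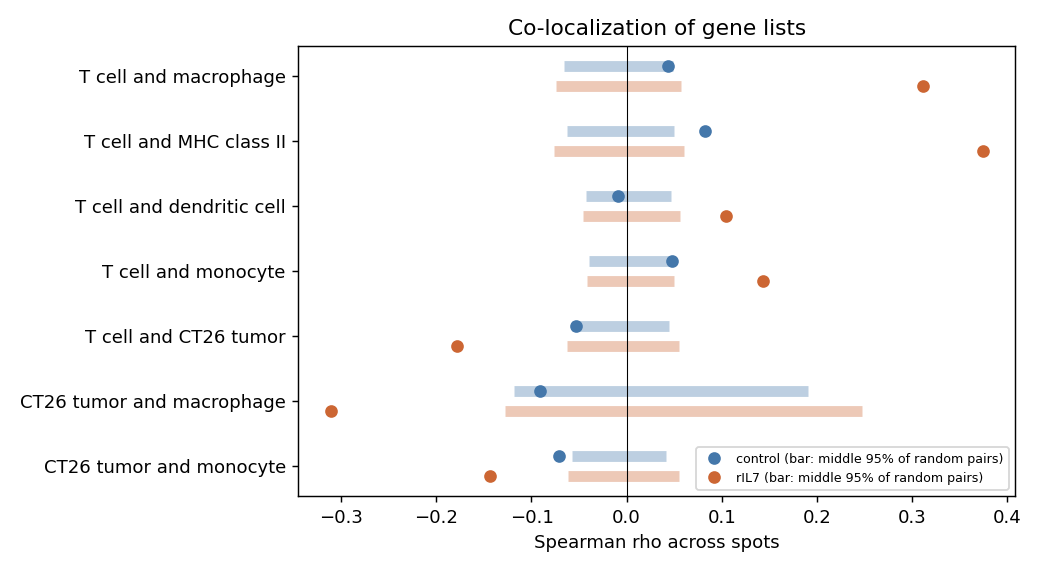
Spearman's rho between pairs of gene lists across spots thinned to 5900 UMIs, for each section (points), with the middle 95% of random list pairs as bars. T cell genes had a rho of 0.312 with macrophage genes in the rIL7 section and 0.0434 in the control section.

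Spots of both sections were grouped into 11 regions by the genes outside the fixed lists. Of 4169 spots, 33.4% (32.0 to 34.9) lay in the 5 regions with over 80% of their spots from 1 section. Region 8 had the highest CPM of the MHC class II, T cell, macrophage and dendritic cell lists, and so had its counterpart in each alternative clustering. It held 229 spots of the rIL7 section (11.7%, 10.3 to 13.3) and 6 of the control section (0.270%, 0.0993 to 0.588). Immunoglobulin genes led this region and also differed between the sections. A clustering without any gene past the size rule, added after seeing the data, gave 276 rIL7 spots (14.2%) and 27 control spots (1.22%) in the corresponding region. Of the spots of region 8, 89.8% (85.2 to 93.3) lay at the edge. Within the rIL7 section, H2-Aa stood at 1476 CPM in region 8 and 315 CPM in other spots, H2-Eb1 at 1630 and 351 CPM, and Pf4 at 489 and 269 CPM. Arg1 was lower in region 8, at 45.9 against 89.7 CPM. In region 8 the T cell list stood at 792 against 264 CPM, the macrophage list at 9072 against 3867 CPM, and the CT26 tumor list at 684 against 1080 CPM. Pf4 and low Arg1 did not go together everywhere. Over both sections, Pf4 was higher still in region 7, at 625 CPM against 483 CPM in region 8, and 1.13% of the spots of region 7 lay at the edge. Region 7 also had more Arg1, at 130.2 CPM against 44.9 CPM in region 8. With 1 library per group, the design does not separate a region held mostly by 1 section from a property of that library.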

Values the study reported

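The study cut the frozen tumors into sections 10 µm thick for the spatial assay.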

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

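The clustering without genes past the size rule and the tests of the T cell list without Trbc2 were chosen only after the results were seen; the other alternatives were fixed beforehand. For the section-wide lists, all 25 kept their median within the counting interval under each of 5 settings: no spot filter, the stricter spot filter, TMM scaling, median-of-ratios scaling, and totals without mitochondrial, ribosomal protein and haemoglobin genes.

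In interior spots the log2 ratio of rIL7 over control reversed for macrophage (-0.056), MHC class II (-0.12), fibroblast (-0.17) and proliferation genes (-0.0049, from 0.04) and for H2-Aa (-0.24) and H2-Eb1 (-0.038). It fell to 1.39 for T cell and 0.62 for pro-inflammatory genes and moved to -0.23 for CT26 tumor genes. Of the 25 lists, 13 stayed within their intervals, 8 moved and 4 reversed. The difference in rho was -0.0344 for T cell and monocyte genes, opposite in sign to 0.0958 over all spots. Both come from the low draw of the thinning for this pair, and interior spots were not redrawn, so a reversal is not established. The difference in rho shrank to 0.119 for T cell and macrophage genes and 0.157 for T cell and MHC class II genes. It shrank to -0.0147 for T cell and CT26 tumor genes and -0.0177 for CT26 tumor and monocyte genes. The setting removes the edge, where the T cell, macrophage and MHC class II lists differed more between sections than in the interior; for the other results the cause was not tested.

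With each spot weighted the same, 16 of the 25 lists stayed within their intervals and 9 moved, of which the endothelial list, with an interval that spans 0, went from -0.11 to 0.05. The median log2 ratio of rIL7 over control was 0.17 for macrophage, 0.44 for MHC class II and 0.43 for pro-inflammatory genes. That of the control edge over interior was 0.67 for T cell, 0.22 for macrophage and 0.47 for MHC class II genes. The cause of these moves was not tested. An edge of 1 step gave 0.87 for macrophage genes in rIL7, and 0.16 in the control and 1.51 in rIL7 for MHC class II genes. An edge of 3 steps gave, in rIL7, 1.67 for T cell, 0.66 for macrophage and 1.53 for MHC class II genes, with 0.29 for the latter in the control. All pieces of tissue gave 1.59 for MHC class II genes in rIL7. No edge ratio of these lists changed sign.

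For genes past the size rule, a minimum of 5 CPM gave 157 higher and 55 lower, and no CPM minimum gave 579 and 299, since more genes with few UMIs then enter. Unthinned spots gave differences in rho of 0.328 (T cell and macrophage), 0.337 (T cell and MHC class II), -0.172 (T cell and CT26 tumor) and -0.120 (CT26 tumor and monocyte). Pooling neighbours gave 0.420 for T cell and MHC class II, -0.478 for T cell and CT26 tumor and -0.349 for CT26 tumor and monocyte genes. Pooling also turned the control rho positive for T cell and CT26 tumor genes (0.100) and for CT26 tumor and macrophage genes (0.195). Pooling summed the UMIs of the neighbours present without dividing by their number, so spots with fewer neighbours had lower sums of both lists. That pushes rho upward, so pooled values are not directly comparable with the others. For CT26 tumor and monocyte genes the control rho stayed negative, at -0.0257. Pearson's r gave 0.326 for T cell and macrophage and 0.353 for T cell and MHC class II genes. The size of this effect of pooling and the causes of the other shifts were not tested. The T cell list without Trbc2 gave 0.291 and 0.253 for the latter pairs.

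Regions depended on the clustering. Resolution 0.4 gave 7 regions, 23.2% of spots in regions mostly of 1 section, and a region highest in MHC class II genes with 5.36% of control spots, 18.2% of rIL7 spots and 70.0% of its spots at the edge. Resolution 1.2 gave 37.9% in regions mostly of 1 section, 1.44% of control spots and 80.1% at the edge. Without batch correction, and with log-normalised counts in place of SCTransform, these were 100%, 0% (0 of 2219 control spots, which allows up to 0.166%) and 82.8%. With all genes they were 38.4%, 0.721% and 82.7%, with 14.6% of rIL7 spots. Without genes past the size rule they were 46.9%, 1.22% and 80.2%, with 14.2% of rIL7 spots. In each clustering the region took a larger share of the rIL7 section; the cause was not tested.

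No paired analysis was possible because each group holds 1 section. The same lack of replicates means that no alternative can show how far animals differ. Depth limits genes with few UMIs, such as Il7 with 22 and 35, and single-spot correlations, since rho for T cell and monocyte genes in rIL7 ran from 0.166 to 0.230 over redraws of the thinning and was 0.144 in the draw reported.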

Other observations

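The tests on the focus of Arg1, the regions and the line in the control section, the equal share of edge UMIs for macrophage and MHC class II genes, and equal UMIs of the T cell list without Trbc2 were chosen only after the results were seen. The tests on plasma cell genes, on sterol genes and on leaving out Trbc2 were chosen after the pattern each addresses was seen, though before their own values were. Treatment is confounded with animal, section and library throughout, so no pattern here can be assigned to rIL7.

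A different share of edge tissue could by itself produce section-wide differences. It was argued against where the interior kept over 50% of the log2 ratio: 1.39 for T cell, 1.16 for cytotoxicity, 0.62 for pro-inflammatory and -0.23 for CT26 tumor genes. For macrophage and MHC class II genes the interior test, written beforehand, gave neither foreseen outcome but small values of the opposite sign, -0.06 and -0.12. Giving both sections the same share of edge UMIs left 0.11 and 0.28, so the amount of edge was not the reason, while the level at the edge was. The edge itself might contain skin, muscle or fat. Edge spots without a UMI of those lists (103 in the control, 49 in rIL7) kept 87.2% of the MHC class II difference from the interior in the control, a difference of only 0.24. In rIL7 they kept 88.6% of 1.62. Fabp4 held 3385 of 3704 adipocyte list UMIs in rIL7, and Krt10 966 of 970 keratinocyte list UMIs. The screen thus rested mostly on these genes and can select shallow spots, so it does not exclude such tissue. The adipocyte list was itself higher at the rIL7 edge, by a median log2 of 3.30 (2.12 to 4.16). More connective tissue at the rIL7 edge was tested within 3 classes of fibroblast list level. From the lowest to the highest class, the log2 ratio of rIL7 over control was 3.26, 2.37 and 1.83 for T cell genes and 1.89, 1.23 and 0.77 for MHC class II genes, against 2.77 and 1.23 without classes. The log2 ratio stayed above 0 in each class, which argues against connective tissue as the whole cause, and its share in the difference was not estimated.

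Differences in co-localization may reflect richer lists in the rIL7 section, since rho rises with UMIs per spot. At equal UMIs, 75.7% of the difference was kept for T cell and macrophage genes and 72.3% for T cell and MHC class II genes. For T cell and CT26 tumor genes 79.96% was kept. CT26 tumor and monocyte genes kept 106%, but both lists were poorer in rIL7. Their mean UMIs per thinned spot were 6.21 and 1.36 in rIL7, against 7.56 and 1.43 in the control. For that pair the test cannot address richer lists in rIL7. The test at equal UMIs was lenient for T cell genes, because Trbc2 adds UMIs that hardly follow the other T cell genes. Leaving Trbc2 out kept 108%, 86.9% and 106% of the first 3 differences, which argues against Trbc2 as their source. At equal UMIs and without Trbc2, however, 59.3%, 52.1% and 69.1% were kept. A large part of the differences therefore goes with the number of UMIs of the lists (the T cell list alone was not equalised), and what remained was outside the range of random pairs treated the same way. Why Trbc2 was abundant and nearly level between sections was not tested.

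Immunoglobulin genes were concentrated at the rIL7 edge, where Ighg2c, Igkc and Ighg2b together had 1138 CPM against 39.5 CPM in the interior and 6.49 CPM at the control edge. Plasma cells are a candidate source. Of 7 plasma cell genes, 6 were highest at the rIL7 edge, among them Jchain with 56.3 CPM against 0.447 CPM at the control edge. The evidence rests on Jchain, Mzb1 and Pou2af1: the most abundant members, Txndc5 (152 CPM) and Sdc1 (121 CPM), are broadly expressed in both sections. The median log2 ratio of the list between the rIL7 edge and interior was only 0.20. Between the rIL7 edge and the control edge it was 2.18 (1.52 to 3.07), over only 4 genes. Whether the difference reflects treatment remains open.

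Arg1 was higher in rIL7 although region 8 and the edge were low in it. Each rIL7 quadrant, the lowest at 70.2 CPM, lay above the highest control quadrant at 14.2 CPM, but a focus in the middle of the section would raise all 4. Among edge spots alone, the lowest rIL7 quadrant had 24.3 CPM (14.8 to 37.5) and the highest control quadrant 18.0 CPM (12.2 to 25.8), which overlap. These edge spots hold few UMIs of the gene (20 and 30), so this comparison could not exclude a single focus. Over the whole section, Arg1 was found in 51.7% of rIL7 spots and 11.1% of control spots. The 98 richest rIL7 spots held 33.1% of its UMIs, and the 111 richest control spots 52.6%. By grid steps from the outline, the lowest rIL7 level was 40.8 CPM (32.0 to 51.3, step 4). The highest control level was 17.0 CPM (10.7 to 25.7, step 9). These values argue against a single focus as the whole cause. Insig1 and Cyp51 belong to sterol metabolism, and lower sterol synthesis across the pathway may be the broader pattern. The other 12 sterol genes tested, a list without genes past the size rule, were all lower in rIL7, with a median log2 ratio of -0.85 (-0.90 to -0.73) in the interior and -0.60 at the edge, below all random lists. Culture, feeding or freezing differences between the tumors were not tested.

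Mitochondrial transcripts took a smaller share in the rIL7 section, with 12 of 12 genes lower and a log2 ratio of -0.73. Lower depth of the control spots was a possible explanation, but with spots sorted into 5 classes by UMIs the ratio in the deepest class was -1.66. From the shallowest class upward, the other classes gave 0.43, -0.15, -0.37 and -0.76. The log2 ratio therefore differed by depth class, with the opposite sign in the shallowest class alone. From the shallowest to the deepest class, the share went from 0.166% to 0.464% in the control and from 0.223% to 0.147% in rIL7. Region 6 held 393 control and 14 rIL7 spots, with a median of 15509 UMIs. Mitochondrial genes led it, such as mt-Atp6 at 1194 CPM against 373 CPM in other spots. Deep control spots of this region may carry part of the difference, which was not tested, and the cause stays open. Regions separated by section, and without batch correction 100% of spots lay in regions mostly of 1 section. That setting also changed the normalisation and the variable genes, so the 100% cannot be credited to the batch correction alone. Library and treatment cannot be told apart here, because each group is 1 library.

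In the control section, MHC class II genes fell across a nearly straight line between array columns 65 and 66. Over rows 15 to 42 and 6 columns each side, with 84 spots each, the level went from 3341 to 2025 CPM, a median log2 ratio of -0.66 (-0.79 to -0.54), at median depths of 9721.5 and 9555.5 UMIs. A loss of capture touching all genes alike would divide out of CPM, and the median depth beyond the line was 98.3% of that before it. The macrophage, fibroblast and CT26 tumor lists were level across the line (0.01, -0.0036 and 0.01), so the change was not shared by every list, and a step limited to some genes stays open. Hypoxia genes rose across the line by 0.77 (0.49 to 0.92), which suggests hypoxic tissue on the far side as a candidate explanation found from the same data. The straightness of the line was not explained.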
